A study of Homo sapiens with 9 samples. Its data were reported in "Inhibition of RNA-binding proteins enhances immunotherapy in ovarian cancer" (2025).

How the data were processed

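Small RNA of ES-2 cells was sequenced in 9 single-end libraries, 3 each of the lysate input, the MS2 control miTRAP and the PD-L1 3'UTR miTRAP. Groups and replicate numbers follow the sample titles, and each column of the count table was matched to its sample by the name given in the sample description. The deposited table holds raw counts, whole numbers of reads per mature miRNA locus. Per the study's methods, the authors trimmed reads with Cutadapt, aligned them to the human genome and summarised them with featureCounts on miRBase mature miRNAs. The methods name more than 1 genome build, and which was used for these counts was not stated. No column of other samples was used.

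The table has 2883 locus rows for 2652 miRNA names, and 169 names have several loci in 400 rows. Where a name had 2 loci that together held 1 to 10 reads, the loci held equal counts in 23 of 149 cases, against 26.7 for reads assigned at random. Reads of such miRNAs were therefore summed over the loci of a name before testing. This choice was made after the data were examined, with each locus as its own row as an alternative. Reads shared between near-identical miRNAs, such as those of the miR-17 seed and let-7 families, cannot be reassigned from counts. Replicates were compared by a chi-square statistic on their counts, and all pairs within a group differed beyond sampling noise.

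Tests used edgeR 4.0.16 in R 4.3.3. miRNAs were kept by filterByExpr by group, which left 408, and these held between 99.68% and 99.93% of the counts of each library. Libraries were scaled by TMM factors, from 0.742 to 0.782 in the input, from 1.129 to 1.247 in the MS2 control and from 1.109 to 1.145 in the PD-L1 3'UTR group. TMM assumes that most miRNAs do not change, which trapping need not meet, so library totals were used as an alternative scaling. A single model with 3 group means was fitted to all 9 libraries (glmQLFit, glmQLFTest, two-sided), and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The common biological coefficient of variation was 31.1%. The standard error of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic. CPM are TMM-scaled, and means are given with the SD of 3 replicates. A fold against a group whose libraries all held at most 3 counts is given as a lower bound, from the mean CPM of the higher group over the CPM worth of 3 counts in the lower. Such floors set each low library to 3 counts and are not confidence limits. They cover neither the full counting error nor the spread between replicates. Reads amplified by PCR are also not independent molecules.

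Seed families were listed before the data were examined and tested with camera (limma 3.58.1, preset correlation of 0.01), with adjustment over the 21 families that had at least 2 tested members. Of the 22 listed, the miR-34 family had none. Members were assigned to families from general knowledge of their seeds. Named miRNAs follow a rule fixed before the data were examined. It takes the 6 miRNAs of the study, up to 10 with the largest rise over the MS2 control among those enriched over both with libraries that do not overlap, the 5 largest falls, the 3 largest rises and 3 largest falls of the MS2 control against the input, the 5 most abundant in the input, and members of reported families.

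The test of seed matches was planned for mature miRNA coordinates of the reference annotation. The annotation used here (GENCODE, GRCh37) gives hairpins only, so 31 mature sequences of the 22 families were written by hand. All 31 matched exactly on a chromosome that the count table lists for them, and 23 lay within an annotated hairpin. Matches in the CD274 3'UTR were sought for seed positions 2 to 8 (7mer-m8), positions 2 to 7 followed by A (7mer-A1), and both together (8mer). The difference of the mean family median between families with and without a match was tested by 100000 permutations of the families, two-sided, with scipy 1.17.1. Coordinates are 1-based on GRCh37 and come from this match, not from the authors' files.

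The edgeR procedure was tested on simulated counts of the 408 miRNAs. In 5 simulations with 200 miRNAs changed by 2 on the log2 scale, 89.7% of the changed miRNAs were recovered, and 1.41% of the calls were false. Of 10 simulated sets of 6 miRNAs raised 8-fold, camera called 10, and of 10 unchanged sets it called 0. These miRNAs were drawn independently and judged on unadjusted p. The simulation therefore cannot show how often camera falsely calls families whose members are correlated. A further 100 simulations with no group differences gave the agreement between comparisons that shared libraries alone produce.

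Alternatives listed before the data were examined were DESeq2's size factors, library totals, DESeq2 1.42.0, edgeR's exact test, no filter, a mean of at least 10 CPM, only the groups compared, a 2-fold threshold, the replicate number as a block, and leaving out each library. For the families they also included fry, an estimated correlation and a filter on members, and for the seed matches other match types, sets of families and contrasts. Robust empirical Bayes and separate loci were added later. DESeq2 gave no adjusted p for 4 of the 408 miRNAs in each comparison, and these were left out of its counts. To test for RNA of other tissues, 19 miRNAs known as tissue markers were listed before the test, leaving out those already noticed. Those with at least 10 counts over the PD-L1 3'UTR libraries were compared by log2 ratio with a pseudocount of 0.5 CPM. Their median was set against 10000 random lists, each drawn from the 30 miRNAs nearest in mean expression in replicates 2 and 3. These miRNAs also had at least 10 counts over the PD-L1 3'UTR libraries.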

Results

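To ask which miRNAs of an ovarian cancer cell associate with the PD-L1 3'UTR, the study used miTRAP, an affinity purification that traps miRNAs on a bait RNA, in lysates of ES-2 cells, an established cell line derived from ovarian cancer. In this assay a bait RNA carrying MS2 loops is held on a resin through an MS2-binding fusion protein, incubated with the cell lysate and eluted with the RNA and protein it retained. The 9 small RNA libraries formed 3 groups of 3 replicates. The input group held RNA of the lysate before trapping, the MS2 control group held RNA retained by a bait with the MS2 loops and no 3'UTR, and the PD-L1 3'UTR group held RNA retained by the 3'UTR bait. The study stated different amounts for the baits, so bait sequence and bait amount changed together between the trapped groups.

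The input libraries held 5065158, 3794799 and 5983577 miRNA counts for replicates 1, 2 and 3. Depth was lower after trapping, with 1242281, 2236535 and 1156261 counts in the MS2 control libraries and 1237652, 672824 and 1229771 in the PD-L1 3'UTR libraries. Accordingly, a floor of 3 counts corresponded to between 0.68 and 4.02 on the counts-per-million (CPM) scale, depending on the library. Of 2652 mature miRNA names, 1500 had at least 1 count and 408 passed the filter on low counts. Log2 CPM of the 408 miRNAs correlated across miRNAs between replicates with Pearson's r from 0.988 to 0.995 in the input, from 0.965 to 0.974 in the MS2 control and from 0.948 to 0.977 in the PD-L1 3'UTR group, where replicate 1 stood furthest from the others. miRNAs are not independent replicates, so these coefficients describe the libraries only. No pair of replicates agreed within sampling noise, and all 9 libraries were counted separately.

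The libraries differed in what dominated them. miR-21-5p took 37.4% ± 2.51 (SD, n = 3) of the input counts, 15.8% ± 3.33 of the MS2 control counts and 16.9% ± 0.197 of the PD-L1 3'UTR counts. let-7i-5p took 6.19% ± 1.15 of the input, 17.7% ± 2.30 of the MS2 control and 0.863% ± 0.090 of the PD-L1 3'UTR counts. The 6 miRNAs of the miR-17 seed family together took 1.10% ± 0.107, 0.217% ± 0.012 and 17.2% ± 2.32, respectively.

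The comparison of the PD-L1 3'UTR with the MS2 control asks which miRNAs the 3'UTR retained beyond the loops and the resin. By edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 128 of the 408 miRNAs were higher and 117 were lower with the PD-L1 3'UTR. Of these, 105 and 100 differed at least 2-fold. Testing every miRNA with at least 1 count moved these numbers most, to 178 higher and 145 lower. By fitted log2 fold change, the largest falls with libraries that did not overlap were those of miR-505-5p, miR-1908-5p, miR-4488, miR-1226-5p and miR-3662. miR-505-5p had 75.3 CPM ± 7.77 (SD, n = 3) in the MS2 control and at most 3 counts in each PD-L1 3'UTR library, which made it at least 27.1-fold lower. miR-1226-5p and miR-3662 were at least 8.16-fold and at least 7.35-fold lower. Their places in the ranking rest on few PD-L1 3'UTR counts, against 22.63 CPM ± 13.35 and 20.38 CPM ± 12.55 in the MS2 control. miR-92b-5p, not among those named, had a better measured fall of -4.60 ± 0.28 (SE), from 919.8 to 37.27 CPM. miR-4488 had a log2 fold change of -5.38 ± 0.38 (SE, adjusted p of 5.68e-07). miR-1908-5p had -5.42 ± 0.62 (adjusted p of 2.25e-05), which rested on 0, 3 and 7 counts in the PD-L1 3'UTR libraries and was -4.70 without PD-L1 3'UTR replicate 1 and -6.36 without replicate 3.

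Against the input, 139 miRNAs were higher and 132 were lower with the PD-L1 3'UTR in the same test. This split depended on the scaling. With library totals in place of TMM factors, the median log2 fold change of all 408 miRNAs rose by 0.57, and 192 miRNAs were higher and 89 lower, so that 68.3% of the calls were higher against 51.3% with TMM. Among the 5 most abundant input miRNAs, miR-21-5p fell by 1.72 on the log2 scale (SE 0.17, adjusted p of 1.31e-05), let-7i-5p by 3.41 (SE 0.18, adjusted p of 1.33e-07) and miR-10a-5p by 1.88 (SE 0.11, adjusted p of 2.19e-07). Smaller falls were those of miR-92a-3p by 0.63 (SE 0.13, adjusted p of 0.00138) and of miR-100-5p by 0.38 (SE 0.09, adjusted p of 0.00396). With library totals neither of these passed the threshold, and miR-100-5p had a log2 fold change of 0.19.

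The comparison of the MS2 control with the input gives the background of the trapping. Here 134 miRNAs were higher and 151 were lower in the MS2 control, so the background eluate differed from the lysate in 69.9% of the miRNAs tested. With library totals, the median log2 fold change of all miRNAs rose by 0.63, with 199 miRNAs higher and 104 lower, or 65.7% of the calls higher against 47.0%. By the naming rule, the largest rises were those of miR-3662, miR-7974 and miR-10525-3p, each with at most 3 counts in every input library. They were at least 24.7-fold, at least 123-fold and at least 27.0-fold higher in the MS2 control. The miR-3662 bound rests on the mean of libraries that differed, with 34.26, 17.05 and 9.84 CPM in MS2 control replicates 1, 2 and 3. The largest falls were those of miR-652-5p, miR-5010-3p and miR-3173-5p, each with at most 3 counts in every MS2 control library. They were at least 21.7-fold, at least 11.1-fold and at least 10-fold lower in the MS2 control than in the input.

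**Figure D1:**
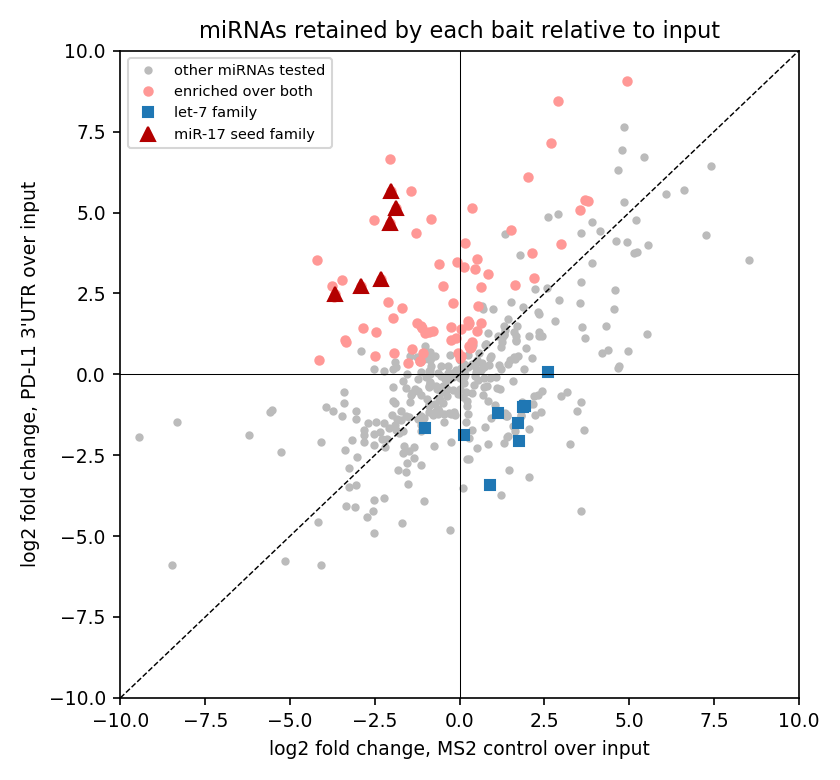
Log2 fold change of the MS2 control over the input (x axis) against that of the PD-L1 3'UTR over the input (y axis) for the 408 miRNAs tested, 1 point per miRNA, with the dashed line marking equal change with both baits. The 6 miR-17 seed family miRNAs lie below 0 on the x axis and above 0 on the y axis, while 8 of 9 let-7 members lie below 0 on the y axis, and 6 of 9 were called lower there with library totals.

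A miRNA counted as enriched when it was higher than in both the MS2 control and the input, and 77 miRNAs met this. Of these, 59 were at least 2-fold higher than in each. Across alternatives other than leaving out a library, the number enriched ranged from 59 to 94. Leaving out PD-L1 3'UTR replicate 1 gave 65 miRNAs, of which 63 were among the 77. In 100 simulations with no group differences, the largest number higher than both was 0. This bears on false calls, not on the overlap expected when many miRNAs differ. The same rule applied to the other groups gave 78 miRNAs higher in the input than in both trapped groups and 78 higher in the MS2 control than in both others. With library totals the numbers were 93 for the PD-L1 3'UTR, 48 for the input and 97 for the MS2 control.

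The MS2 control and input criteria selected different miRNAs. Another 51 miRNAs were higher than the MS2 control but not than the input, and 17 of these were lower than the input. A further 62 were higher than the input but not than the MS2 control, and 12 of these were lower than the MS2 control. Of the 128 miRNAs higher than the MS2 control, 83 were lower in the MS2 control than in the input, as were 35 of the 77 enriched over both. In the simulations that shared libraries in the same way, the largest number higher than the MS2 control and lower in it than in the input was 1. Those simulations held no group differences and so hardly any calls. They cannot show how large this number would be from shared libraries when many miRNAs differ. Log2 fold changes over the MS2 control and over the input correlated across miRNAs with Pearson's r of 0.50. Shared libraries alone gave 0.34 to 0.69 in the simulations. Lying within that range does not show what produced the observed r, since many miRNAs differed between the groups in the data.

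By log2 fold change over the MS2 control, the 10 leading enriched miRNAs with libraries that did not overlap included 4 of the miR-17 seed family. The other 6 were miR-876-3p, miR-589-3p, miR-18b-5p, miR-190a-5p, miR-454-3p and miR-224-3p. Of these, miR-876-3p, miR-589-3p, miR-18b-5p and miR-224-3p had at most 3 counts in each MS2 control library. They were at least 13-fold, at least 6.52-fold, at least 4.80-fold and at least 11.4-fold higher with the PD-L1 3'UTR. miR-190a-5p reached 153 CPM ± 9.02 (SD, n = 3), with a log2 fold change of 7.11 ± 0.61 (SE) over the MS2 control (adjusted p of 2.69e-06) and of 5.67 ± 0.52 over the input (adjusted p of 5.81e-06). Its change over the MS2 control rested on few counts there and ranged from 6.65 to 11.40 across the fits that each left out 1 library, being 11.40 without MS2 control replicate 2. miR-454-3p reached 1396 CPM ± 210 (SD, n = 3), with a log2 fold change of 6.49 ± 0.27 over the MS2 control (adjusted p of 1.11e-08) and of 2.73 ± 0.22 over the input (adjusted p of 2.15e-06).

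The study named 6 miRNAs that share the miR-17 seed. On GRCh37, the mature sequences of miR-106b-5p (99691666 to 99691686) and miR-93-5p (99691438 to 99691460) lie on the reverse strand of chromosome 7, and those of miR-106a-5p (133304274 to 133304296) and miR-20b-5p (133303880 to 133303902) on the reverse strand of chromosome X. Those of miR-17-5p (92002872 to 92002894) and miR-20a-5p (92003326 to 92003348) lie on the forward strand of chromosome 13. Their summed abundance was 14550 CPM ± 1300 (SD, n = 3) in the input, 1862 CPM ± 170 in the MS2 control and 153200 CPM ± 22900 with the PD-L1 3'UTR. The sum with the PD-L1 3'UTR was 82.3-fold the MS2 control and 10.5-fold the input. All 6 were enriched over both, and each was higher in 3 of 3 PD-L1 3'UTR libraries than in any other library. miR-106b-5p had the largest log2 fold change over the MS2 control among them, 7.67 ± 0.25 (SE, adjusted p of 1.88e-09), with 24920 CPM ± 3425 (SD, n = 3) against 122 CPM ± 2.73 in the MS2 control and 498 CPM ± 139 in the input. miR-106a-5p followed with 7.01 ± 0.22, miR-17-5p with 6.71 ± 0.19, miR-20a-5p with 6.15 ± 0.21, miR-20b-5p with 5.64 ± 0.48 and miR-93-5p with 5.26 ± 0.18. Over the input, the log2 fold changes were 5.65 ± 0.23 for miR-106b-5p, 5.14 ± 0.20 for miR-106a-5p, 4.67 ± 0.17 for miR-17-5p, 2.95 ± 0.16 for miR-93-5p, 2.73 ± 0.38 for miR-20b-5p and 2.49 ± 0.18 for miR-20a-5p. The near-identical sequences within the family leave the split of reads between members uncertain, which the sum avoids.

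**Figure D2:**
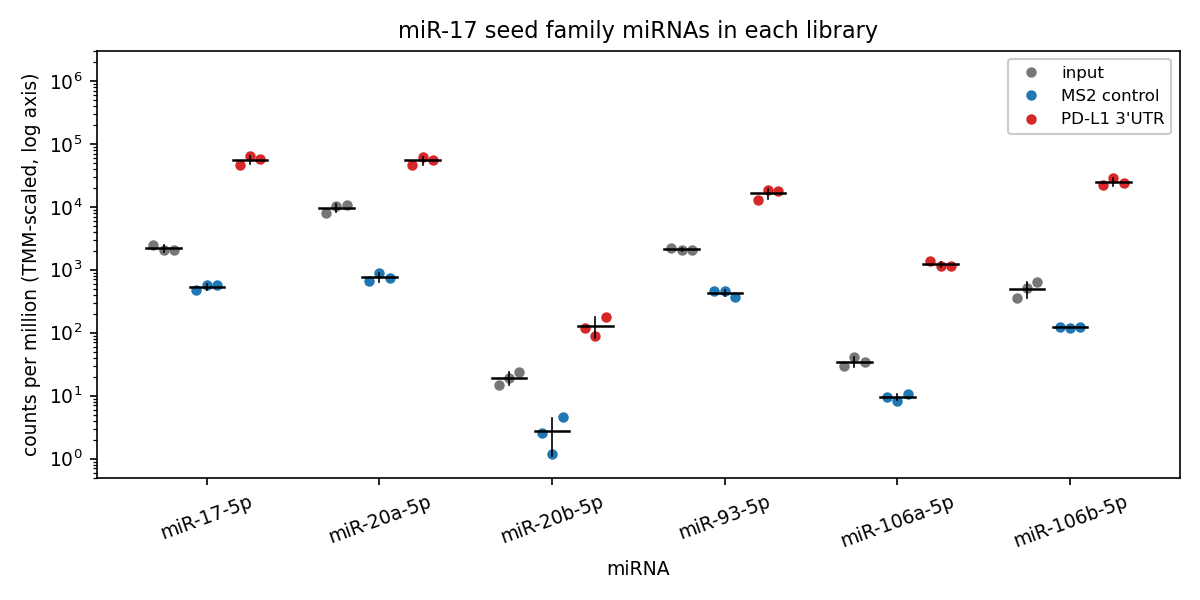
TMM-scaled CPM (y axis, log scale) of the 6 miR-17 seed family miRNAs (x axis), with 1 dot per library, horizontal bars at the mean and vertical bars for the SD of 3 replicates. For each miRNA, the PD-L1 3'UTR libraries lie highest, the input libraries between and the MS2 control libraries lowest.

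As a set, the 6 miRNAs had a median log2 fold change of 6.43 over the MS2 control and of 3.81 over the input. Among 21 seed families tested by camera with a preset correlation, their adjusted p values were 2.13e-12 and 3.16e-08. These calls held under fry (adjusted p of 2.23e-07 and 3.17e-07) and with an estimated correlation (adjusted p of 0.0122 and 0.0243). The set median over the input was 4.38 with library totals, the alternative that moved it most. Adjusted over the list alone, 6 of 6 passed the threshold in each comparison, as over all miRNAs tested. The study chose the list on these libraries, so this is not independent evidence. In the MS2 control the same 6 miRNAs were lower than in the input, by a median log2 fold change of -2.18, and 6 of 6 passed the threshold.

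With camera, 5 of the 21 families passed the adjusted threshold over the MS2 control and 4 passed it over the input. With fry these numbers were 17 and 16, and with an estimated correlation 1 and 1, the miR-17 seed family in each case. Over the MS2 control, the other families past the threshold were miR-15 (median log2 fold change of 3.61, adjusted p of 0.00364), miR-130 (3.17, adjusted p of 0.00716), miR-23 (3.56, adjusted p of 0.0270) and let-7 (-2.88, adjusted p of 1.91e-06). miR-130 (3.24, adjusted p of 0.00567), miR-18 (adjusted p of 0.0433) and let-7 (-1.51, adjusted p of 0.00567) passed it over the input. The miR-18 median over the input was 4.09, or 3.39 with miR-18b-5p set to its bound. The 2 tested members of the miR-23 family were both higher than in the MS2 control, but went opposite ways against the input, where their median was -0.22 with TMM and 0.35 with library totals. There miR-23a-3p, the more abundant, had a log2 fold change of 0.44 ± 0.14 (SE, adjusted p of 0.0145, from 0.000153 to 0.546 across alternatives) and was among the 77 enriched over both, and miR-23b-3p had -0.88 ± 0.38 (adjusted p of 0.0631, from 0.000153 to 0.472). The miR-23a-3p call was lost when any 1 of the input libraries, MS2 control replicate 3 or PD-L1 3'UTR replicate 2 or 3 was left out, with values from 0.24 to 0.39. The miR-148 median of 4.30 over the MS2 control fell to 0.78 without PD-L1 3'UTR replicate 1, because miR-148a-3p had 20800 CPM in that library against 476 and 181 CPM in replicates 2 and 3.

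All 9 let-7 members were lower than in the MS2 control under each of the 3 scalings. Against the input, 8 were lower with TMM, and with library totals 6 were lower and 1 was higher. let-7i-5p, the most abundant member, fell from 151700 CPM ± 26500 (SD, n = 3) in the MS2 control to 7668 CPM ± 668 with the PD-L1 3'UTR, a log2 fold change of -4.31 ± 0.19 (SE, adjusted p of 1.79e-08).

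**Figure D3:**
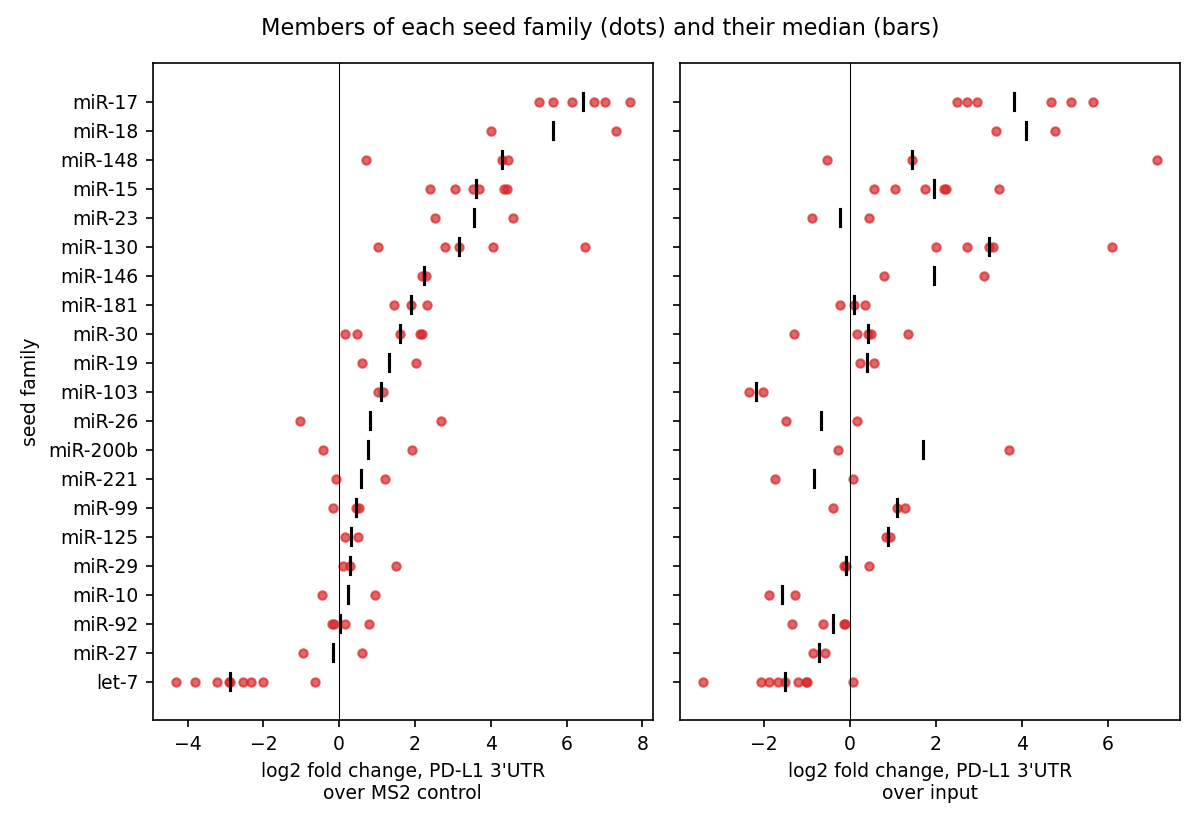
Log2 fold change with the PD-L1 3'UTR over the MS2 control (left) and over the input (right) for the members (dots) and median (bars) of 21 seed families (y axis). The miR-17 seed family has the highest median over the MS2 control at 6.43, and let-7 the lowest at -2.88.

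The miR-17-92 cluster is 1 transcript that yields miRNAs of 4 seeds. On chromosome 13 of GRCh37 the mature sequence of miR-92a-3p, which has a further copy on chromosome X, lies downstream of those of miR-17-5p and miR-20a-5p, from 92003615 to 92003636 on the same strand. Over the input, miR-17-5p and miR-20a-5p, which share a seed, had log2 fold changes of 4.67 and 2.49, and miR-18a-5p had 3.40 ± 0.17 (SE, adjusted p of 6.33e-08). miR-19a-3p had 0.25 ± 0.22 (adjusted p of 0.332), miR-19b-3p had 0.56 ± 0.23 (adjusted p of 0.0512) and miR-92a-3p had -0.63 ± 0.13 (adjusted p of 0.00138). With library totals, miR-19a-3p and miR-19b-3p passed the threshold at 0.82 and 1.13, and miR-92a-3p stood at -0.06. Adjusted p ranged across alternatives from 0.00391 to 1 for miR-19a-3p and from 0.00114 to 0.461 for miR-19b-3p. Over the MS2 control, all 6 were higher, from 0.60 for miR-19a-3p to 6.71 for miR-17-5p. The call of miR-19a-3p there was lost in 7 of the 9 fits that each left out 1 library, all but those without MS2 control replicate 2 or PD-L1 3'UTR replicate 1, with values from 0.39 to 0.79 over the 9. Of the partner arms of the study's 6 miRNAs, 4 were tested and 2 were enriched over both. miR-20a-3p had log2 fold changes of 4.35 over the MS2 control and 1.00 over the input, and miR-17-3p of 1.58 and 2.12. Of the others, miR-106b-3p was lower than the MS2 control, at -0.47 (adjusted p of 0.0105), with 0.21 over the input (adjusted p of 0.18). miR-93-3p had -0.25 and -1.16, neither past the threshold. The miR-20a-3p call over the input was lost without any 1 of the input libraries or without PD-L1 3'UTR replicate 3, with values from 0.70 to 0.97.

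Whether families with a seed match in the 3'UTR were retained more was tested over the 21 families. The 3'UTR of CD274, the gene of PD-L1, spans 2692 bases of exon 7 of transcript CD274-202, on the forward strand of chromosome 9 from 5467863 to 5470554 (GRCh37). How far the bait covered it was not analysed here. The 3'UTR holds 1 8mer match to the miR-17 seed, GCACTTTA, from 5470358 to 5470365. It also holds an 8mer for miR-148 from 5469797 to 5469804, TGCACTGA, with a 7mer-A1 from 5467995 to 5468001, and 7mer-m8 matches for miR-15 from 5468429 to 5468435 and for miR-200b from 5468296 to 5468302. A 7mer-A1 for miR-92 lies from 5468885 to 5468891. The 5 families with a match of at least 7 bases had a mean of family medians of 3.02 over the MS2 control, against 1.26 for the 16 without. The difference of 1.76 did not pass the threshold (two-sided permutation test over families, p = 0.118). Without the miR-17 seed family it was 0.91 (permutation p = 0.397), and with 8mer and 7mer-m8 matches only it was 2.59 (permutation p = 0.0354). Without PD-L1 3'UTR replicate 1, which raised the miR-148 median, the difference was 0.89 (permutation p = 0.43). The setting with 8mer and 7mer-m8 matches only was not run without that library. Fits that left out 1 other library gave differences from 1.73 to 2.69. miR-18, miR-23 and miR-130 had medians above 3 over the MS2 control with no match longer than 6 bases, the miR-18 median being 3.13 with miR-18b-5p set to its bound. The means and tests above used the fitted miR-18 median of 5.65, which raises the mean of the families without a match.

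**Figure D4:**
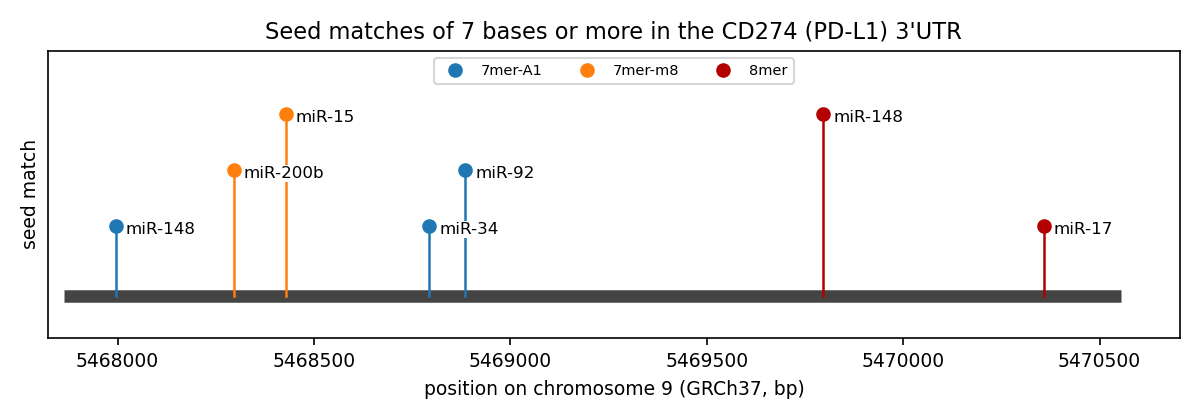
Seed matches of at least 7 bases (markers coloured by match type) along the CD274 3'UTR (grey bar) by position on chromosome 9 of GRCh37 in base pairs, with marker height only separating the labels. The only match of the miR-17 seed family shown lies near the 3' end, at 5470358, and the miR-34 match belongs to a family with no miRNA tested.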

Values the study reported

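The study immobilized 40 pmol of the PD-L1 bait RNA and 2.5 pmol of the MS2 control RNA for the miTRAP analyses.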

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

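Of the results that answer a comparison, the numbers of miRNAs past the threshold in each contrast, the number enriched over both and the miR-17 seed family values were recomputed under every alternative listed. The miR-17 seed family kept its direction and its side of the threshold in all of them. Its median log2 fold change over the MS2 control ranged from 6.34 to 6.45 under other settings and from 6.31 to 6.58 across the 9 fits that each left out 1 library, and over the input from 3.55 to 4.38 and from 3.60 to 3.89. All 6 members stayed enriched over both in each fit that tested them. The number enriched over both was 93 with library totals, 94 with no filter and 65 with a mean of at least 10 CPM, and from 62 to 77 with 1 library left out. At least 57 of the 77 were shared in each alternative.

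A count that moved by over 1.5 times was that of miRNAs lower than in the input with the PD-L1 3'UTR, which was 201 with no filter against 132. That setting tested 1500 miRNAs in place of 408.

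The difference between families with and without a seed match, 1.76 with a permutation p of 0.118, passed the threshold when only 8mer and 7mer-m8 matches counted (2.59) and when each miRNA was a unit (2.59, permutation p of 0.00028), where members that share a seed are not independent. Permutation p ranged from 0.00028 to 0.43 over its alternatives. The difference ranged from 0.89 to 2.69 across the fits that left out 1 library, being 0.89 without PD-L1 3'UTR replicate 1. It passed the threshold without MS2 control replicate 1 or 3 or PD-L1 3'UTR replicate 3, where a miR-34 miRNA passed the filter and added a sixth family with a match. The change with match type came from the miR-92 family, whose only match is a 7mer-A1 and whose median was 0.01. Without that match type it counted among the families without a match. The mean of the families with a match then rose from 3.02 to 3.77.

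Among single miRNAs and further families, miR-100-5p against the input turned from -0.38 to 0.19 with library totals, which raise all values against the input, and miR-19a-3p from 0.25 to -0.01 with no filter, neither past the threshold in that setting. A fall of this size was not particular to miR-19a-3p. Across alternatives other than leaving out a library, the lowest value against the input was 4.42 for miR-17-5p, against 4.67. For miR-21-5p it was -1.97, against -1.72. The cause of the miR-19a-3p change was not tested further. Of the 1148 recomputed values of these miRNAs, families and group counts, these included, 1081 stayed the same, 22 moved, 27 were weaker, 16 were stronger and 2 reversed.

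Libraries with the same replicate number did not deviate together. Across 339 miRNAs, the correlation of their deviations from the group means ranged from -0.11 to 0.16 over 9 same-numbered pairs, and was over 0.1 in 2. With the replicate block, 126 miRNAs were higher and 117 lower against the MS2 control, 135 and 128 with the PD-L1 3'UTR against the input, and 129 and 147 for the MS2 control against the input. The block gave 74 enriched over both, and medians of 6.43 and 3.80 for the miR-17 seed family.

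Depth limits the folds of miRNAs near the floor. Of the 77 enriched miRNAs, 5 had at most 3 counts in every MS2 control library, and their folds over it are lower bounds.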

Other observations

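The tests of PD-L1 3'UTR replicate 1 and of the cluster were chosen after those results were seen. The other tests were set before their outcome was known.

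PD-L1 3'UTR replicate 1 held 7 miRNAs, chosen after their values were seen, at 100 CPM or more and at least 10-fold above both other replicates. The count was 0 in each of the other 8 libraries. They were miR-148a-3p, miR-143-3p, miR-1-3p, miR-127-3p, miR-126-3p, miR-203a-3p and miR-122-5p, and together made up 3.83% of the counts of that library. miR-143-3p had 9120 CPM there against 121 and 39.9 CPM, and miR-203a-3p had 547 CPM against 14.8 and 1.45 CPM. Stronger capture by the bait in that library is argued against by the miR-17 seed family, whose summed CPM in replicate 1 was 0.78 times its mean in replicates 2 and 3. A candidate explanation is reads or RNA from other tissues or from other libraries. Among 19 listed markers of other tissues, which left out the miRNAs already noticed, 15 were detected in the PD-L1 3'UTR group. Their median log2 ratio of replicate 1 to replicates 2 and 3 was 4.38, against a median of 0.59 for random lists matched on expression, 95% of which lay below 1.28. Detection counted the reads of replicate 1, and some markers, such as miR-205-5p with 94, 0 and 0 counts, passed through it alone. An even share of 5 per replicate is therefore not the chance value for the detected set. The random lists were drawn from miRNAs that met the same count rule, so their median carries this selection at least in part. How closely they matched markers absent from replicates 2 and 3 was not tested. Of the 15, 14 were highest in replicate 1. They included the muscle miRNA miR-206 (332 CPM against 1.34 and 0 CPM), the epithelial miR-205-5p (66.5 CPM against 0 and 0 CPM), the red blood cell miR-486-5p (85.7 CPM against 2.68 and 2.90 CPM) and the brain miR-124-3p (9.91 CPM against 0 and 0 CPM). Of the 15, 5 were also at 10 CPM or more in the input, such as miR-192-5p (674 CPM) and miR-9-5p (225 CPM), and these moved less, while the other 10 had a median log2 ratio of 4.78. Several markers share a tissue or a cluster with the 7 miRNAs or with others noticed beforehand, so they are not independent of them. A mixture of tissues may point to other libraries rather than to a single contaminating cell type, and whether it arose in the trapping, the library preparation or the sequencing was not tested. No biological explanation was tested, since the replicates share 1 group.

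This matters for the list of enriched miRNAs. Of the 7 miRNAs, 5 were among the 77 enriched over both, and 0 of the 7 were enriched when replicate 1 was left out. In that fit miR-148a-3p had a log2 fold change over the MS2 control of 0.04, against 4.45 with all libraries. Leaving out this replicate lost 14 of the 77 and gained 2. The mean CPM of all 7 was also higher in the MS2 control than in the input. By edgeR's test, the rises of miR-1-3p, miR-127-3p and miR-122-5p passed the threshold. Those of miR-148a-3p, miR-143-3p, miR-126-3p and miR-203a-3p did not (adjusted p from 0.0507 to 0.249). That test fitted the spread to all 9 libraries, PD-L1 3'UTR replicate 1 included. Missing the threshold is therefore not evidence against a rise. miR-148a-3p had at least 266.3 CPM in each MS2 control library and at most 68.44 CPM in each input library. For miR-143-3p these values were 48.77 and 10.36 CPM. The smallest fold was 2.84, for miR-126-3p, and miR-203a-3p, with at most 3 counts in every input library, was at least 9.94-fold higher. Whether the same source or retention on the resin caused that was not tested.

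The MS2 control differed from the input in 285 of 408 miRNAs. Lower depth of the MS2 control is argued against, since 278 of 408 passed the threshold with the input thinned to its totals. A few abundant miRNAs taking most of the counts are argued against as the whole cause, since 293 of 435 miRNAs passed the threshold without the 5 most abundant input miRNAs, 133 higher and 160 lower. The filter then kept 435 miRNAs in place of 408. Selective retention by the loops, the resin or the fusion protein stays open and was not tested. Because the miR-17 seed family was depleted in the MS2 control, its fold over that control exceeds its fold over the input, and the latter is the smaller of the estimates.

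The let-7 family was lower with the PD-L1 3'UTR. The share of the counts taken by the miR-17 seed family is argued against as the cause, since the let-7 median log2 fold change against the MS2 control was -2.67 with the 6 miRNAs left out and library totals as the only scaling. Relative to the input, the difference had both parts. The median log2 fold change of the family was 1.72 in the MS2 control and -1.51 with the PD-L1 3'UTR, or 2.36 and -0.93 with library totals. let-7i-5p had 0.89 in the MS2 control and -3.41 with the PD-L1 3'UTR. Members varied, since let-7b-5p had 2.61 and 0.08 with TMM, and let-7g-5p was lower than the input in both trapped groups, at -1.03 and -1.66 with TMM. What retained or excluded let-7 was not tested.

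The 6 miRNAs of the miR-17-92 cluster compared by seed, partner arms left out, spanned 5.30 on the log2 scale over the input, with standard errors of at most 0.23. A fold over the input already divides out the abundance of the shared transcript, so this spread does not bear on that abundance as a cause. A seed match in the PD-L1 3'UTR as the general reason for enrichment cannot be told apart from no relation over 21 families, with a difference of 1.76 and a permutation p of 0.118. The pattern is mixed. The miR-17 seed has an 8mer match, but miR-18a-5p and miR-454-3p were enriched over both while their seeds have only 6mer matches. The miR-92 family has a 7mer match with a median log2 fold change of 0.01 over the MS2 control, or -0.05 with library totals. Its most abundant member in the input, miR-92a-3p, was higher than the MS2 control at 0.80 (edgeR adjusted p of 0.000276). That was the only call among the 4 members tested.

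Regrouping the libraries bore on the numbers of calls. In each of the 3 contrasts, only 1 of the 10 splits of the 6 libraries, the real one, gave as many miRNAs past the threshold. The same held for the miR-17 seed family median in each contrast with the PD-L1 3'UTR, at 1 of 10 splits, and a design of 3 against 3 cannot give a smaller share. For the miRNAs enriched over both, 2 of 100 splits drawn from 840 gave as many. The other was the whole-group exchange with the input libraries in the place of the PD-L1 3'UTR libraries, with 78 miRNAs. With TMM, the number enriched over both therefore does not by itself set the PD-L1 3'UTR libraries apart from the other groups. With library totals it was 93, above the 48 of the input and below the 97 of the MS2 control, and the splits were not drawn with that scaling.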
